A study of Drosophila melanogaster with 4 samples. Its data were reported in "An RNA-binding regulatory cascade controls the switch from proliferation to differentiation in the Drosophila male germ cell lineage" (2025).

How the data were processed

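Poly(A) RNA from Drosophila melanogaster testes was sequenced in 4 libraries, 2 from bam mutant males and 2 from males in which Caf40 was knocked down in the germ line. Each library came from 150 pairs of testes, and the study's methods describe the tissue as testes together with the seminal vesicle. The bam mutant males carried 2 mutant alleles of bam and no heat-shock construct. They were reared at 22 °C to mid and late pupal stages, held at 37 °C for 30 min, moved to 25 °C, and dissected 48 h after the heat shock. The knockdown males carried a hairpin against Caf40 under the nanos-Gal4 driver, which is active in early germ cells. They were reared at 25 °C for 3 days, then at 29 °C, and dissected 0 to 2 days after eclosion. Groups and replicate numbers were read from the sample titles. According to the study's methods, the driver strains used for knockdowns also carried a UAS transgene of Dicer-2. Genotype was wholly confounded with rearing temperature and heat shock, since no library of either genotype was raised under the other regime. Strain was confounded likewise, and the study's methods list CyO for the bam mutant males. Sequencing depth differed with genotype as well.

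Per the labels, the authors prepared strand-specific libraries with the NEBNext Ultra II Directional kit after poly(A) selection. The authors trimmed adapters and low-quality bases with Trim Galore, aligned the read pairs to the dm6 genome with STAR, and deposited the STAR counts per gene of each library. These deposited counts are raw read-pair counts, with an unstranded value and a value for each strand. The versions of these tools and the annotation release used for the counting were not stated. Counts on the strand that a dUTP directional kit reads were used for every main result, since the opposite strand held only 2.47% to 2.54% of the stranded gene counts. The authors also deposited a DESeq2 results table of the comparison of Caf40 knockdown over bam mutant, with a mean normalised signal, a log2 fold change and its standard error, a Wald score, a p-value and an adjusted p-value per gene. In the authors' deposited table the 4 STAR summary entries that name no gene (unmapped, multimapping, no feature and ambiguous) are listed beside the genes. A DESeq2 fit of the deposited counts with those 4 entries kept gave log2 fold changes within 1.55e-07 of that table, so the entries took part in its size factors. A table of normalised counts held 4 per-sample columns that were not used here, because some of its column names could not be matched to the sample labels. Those names describe the bam mutant libraries as wild type at 0 h after heat shock, whereas the labels give a bam mutant at 48 h after heat shock. The labels were followed. The study describes spermatocytes and spermatid bundles in testes wild-type for bam, and neither in bam mutant testes. The 13 spermatid genes tested had median levels of 0.433 and 0.601 CPM (defined below) in the bam mutant libraries. The 13 germline genes tested had medians of 143 and 135 CPM there. These low spermatid levels argue against wild-type testes as the control. For the time after heat shock, the study's methods and a figure legend give 48 h, as the labels do. Only the column names give 0 h.

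The 4 summary entries were left out of library sizes and tests here. They made up 28.9% and 26.9% of the read pairs in the bam mutant libraries and 30.7% and 30.8% in the Caf40 knockdown libraries, most of it unmapped (23.5%, 22.4%, 26.3% and 26.6%). Multimapping pairs made up 2.65%, 1.93%, 2.02% and 1.84%, and genes with near-identical copies lost an unknown part of their reads to this class. The gene counts came to 118209171 and 95125694 in the bam mutant libraries and to 30411385 and 26984758 in the Caf40 knockdown libraries. Levels in CPM are counts scaled to the total of each library after adjustment by the trimmed mean of M-values described below. A count of 3 is the limit that a count of 0 allows at 95% confidence. That count corresponds to 0.0265, 0.0322, 0.0997 and 0.103 CPM, so low transcripts were measured with less precision in the knockdown. Such limits and intervals cover counting error only, since the libraries carried no molecular identifiers.

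Gene symbols were found for 17253 of the 17559 gene IDs. Coordinates, strands, biotypes and exonic lengths were taken from the Ensembl release 115 annotation of BDGP6.54, the assembly series that dm6 belongs to, and 10646 of the 10854 tested genes had an exonic length. The annotation lists Caf40 under the symbol Rcd-1.

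Counts were analysed in R 4.3.3. Genes were kept by filterByExpr with its default settings and scaled by the trimmed mean of M-values (TMM). The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, glmQLFit and glmQLFTest, two-sided, group as the only term) with Benjamini-Hochberg adjustment over all genes kept, and a gene was called at an adjusted p-value under 0.05. The median prior degrees of freedom were 3.36. Standard errors were taken from the F statistic, and 95% confidence intervals from the t distribution with the total degrees of freedom of the test. Log2 CPM used a prior count of 2. The study used DESeq2, which was run as an alternative (DESeq2 1.42.0). Gene lists were compared with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 9 lists tested and a minimum of 3 kept genes, and with fry and with camera at an estimated correlation beside it. Libraries were compared by the Pearson correlation of log2 CPM across genes.

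The test design, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. Genes named from the whole transcriptome were the 5 with the largest positive and the 5 with the largest negative log2 fold change among called genes with a mean of at least 10 CPM over the 4 libraries and no overlap between the groups. There were 14 gene lists. They covered the targeted gene, the study genes bam and how, CCR4-NOT subunits, partners and reported targets of Bam, spermatocyte, spermatid, germline, somatic cyst and hub, muscle, accessory gland and heat shock genes, genes often carried by transgenes, replication-dependent histone genes and mitochondrially encoded genes. Older symbols were matched through the reference. In the lists, 2 symbols (nos and rye) each matched 2 reference genes and were settled as nanos and Taf12L only after first results had been seen. The lists without these 2 genes are given as an alternative. Among the listed genes, vas and wupA matched no ID. The filter removed comr, sa, fzo, Mst35Ba, Mst35Bb, Acp98AB, Acp24A4 and Hsp22, and it kept 19 of the 37 mitochondrially encoded genes. It also removed all but 1 of the 111 histone genes, whose near-identical copies share reads, so that list was not tested.

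The alternatives set out in advance were DESeq2 size factors, upper quartile scaling, library size alone, no filter beyond 1 count, at least 10 counts in every library, the DESeq2 test, the unstranded counts, the replicate number as a block, fry, the estimated correlation, a prior count of 0.5, Spearman correlation, and leaving out each library in turn. Values with a library left out are differences of mean log2 CPM, a scale that holds low genes closer to 0 than the fitted log2 fold changes. Alternatives chosen after seeing the data were a correction for exonic length (a per-library lowess trend with a span of 0.3 removed as offsets), the same with the block, thinning of the bam mutant libraries to the mean depth of the knockdown libraries, scaling to the germline list, DESeq2 with the 4 summary entries kept, and the lists without the 2 settled symbols. A correction for GC content was intended but not run, since no genome sequence was used here.

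The tests were tried on simulated data before use. Counts for the 10854 genes were drawn from the real means, dispersions and library sizes of this comparison, with 200 genes changed by 1 or 2 on the log2 scale. The edgeR test recovered 133 of the 200 (66.5%) with 11 false calls among 144 (7.64%). The DESeq2 test recovered 144 (72.0%) with 53 false calls among 197 (26.9%). Camera and fry each called a simulated set of 12 raised genes and did not call an unchanged one. The simulation differed from the real data, where 6912 genes were called. It gave each gene a single dispersion for both genotypes, although the knockdown replicates were further apart. It also drew genes independently, unlike lists whose genes move together. These rates and set results therefore need not hold for this comparison.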

Results

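Poly(A) RNA was profiled in testes of bam mutant males and of males with a germline knockdown of Caf40, in 2 libraries per genotype. Bam is the protein that switches spermatogonia from proliferation to differentiation, and Caf40 is a subunit of the CCR4-NOT deadenylase complex to which Bam binds. In both genotypes early germ cells overproliferate. The comparison addressed how far the hairpin lowered the Caf40 transcript and how the level of how RNA in the knockdown compared with that in bam mutant testes. The bam mutant libraries held 118209171 and 95125694 gene counts and the Caf40 knockdown libraries 30411385 and 26984758, a mean depth 3.72 times higher in the bam mutant. Genes with at least 1 count numbered 14052 and 14032 in the bam mutant and 12785 and 13390 in the knockdown. The 20 most abundant genes took 17.4%, 16.1%, 15.9% and 14.8% of the counts. Rearing temperature and a pupal heat shock separated the libraries exactly as genotype did, so these and the genotype cannot be told apart. The same holds for the strain. Per the study's methods the bam mutant males carried CyO, whereas the knockdown males carried driver and hairpin constructs. Depth also differed with genotype. With the bam mutant libraries thinned to the knockdown depth, an alternative chosen after seeing the data, 6998 genes were called and 6538 of them were shared with the 6912 of the main test. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.333. The p-values given here come from a model that shares the spread across genes.

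Caf40 (annotated as Rcd-1, FBgn0031047) is a protein-coding gene on chromosome X, from 19638767 to 19640746 on the plus strand of BDGP6. Its counts were 23091 and 19324 in the bam mutant libraries and 405 and 469 in the knockdown libraries. The normalised level was 206 ± 2.54 CPM in the bam mutant (SD, n = 2) and 14.8 ± 1.91 CPM in the knockdown (SD, n = 2), or 7.20% of the bam mutant level by the fitted fold change. The log2 fold change was -3.80 with a standard error of 0.09 and a 95% confidence interval from -4.03 to -3.56, a 13.9-fold reduction with an adjusted p of 2.09e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Scaling to a list of germline genes, chosen after seeing the data, moved this value most, to -4.41. The related gene Rcd-1r (FBgn0032089, chromosome 2L, 9012885 to 9014068), whose reads could be confused with those of Caf40 where the copies are alike, was at 337 ± 7.93 CPM in the bam mutant and 444 ± 29.4 CPM in the knockdown (SD, n = 2 each). Its log2 fold change was 0.40 (adjusted p 0.00551, same test).

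The how gene (FBgn0264491, chromosome 3R, 22042191 to 22079321, plus strand, protein coding) encodes the RNA-binding protein Held Out Wings. Its transcript was at 219 and 235 CPM in the bam mutant libraries and at 195 and 186 CPM in the knockdown libraries. The means were 227 ± 11.3 CPM (SD, n = 2) and 191 ± 6.47 CPM (SD, n = 2), so that how in the knockdown stood at 83.8% of the bam mutant level. The log2 fold change was -0.25 with a standard error of 0.06 and a 95% confidence interval from -0.42 to -0.09, and the adjusted p was 0.0181 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 2 groups did not overlap, but the call depended on the processing. With upper quartile scaling the value was -0.11 (adjusted p 0.0939), with library size alone -0.16 (adjusted p 0.0540), and with a length correction chosen after seeing the data -0.10 (adjusted p 0.0889). Over all alternatives the adjusted p for how ranged from 1.20e-04 to 0.0939 and its log2 fold change from -0.87, under scaling to the germline list, to -0.10.

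The bam transcript (FBgn0000158, chromosome 3R, 25243039 to 25245109, minus strand, protein coding) was counted 2354 and 1927 times in the bam mutant and 8047 and 7241 times in the knockdown. It stood at 20.7 ± 0.0668 CPM in the bam mutant (SD, n = 2) and 258 ± 12.7 CPM in the knockdown (SD, n = 2). The log2 fold change was 3.64 with a standard error of 0.06 and a 95% confidence interval from 3.48 to 3.80, a 12.5-fold higher level with an adjusted p of 1.95e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. One of the alleles in the mutant lacks most of the bam coding sequence, so the mutant value is the transcript that remains on the pair of alleles. Scaling to the germline list gave 3.03.

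**Figure D1:**
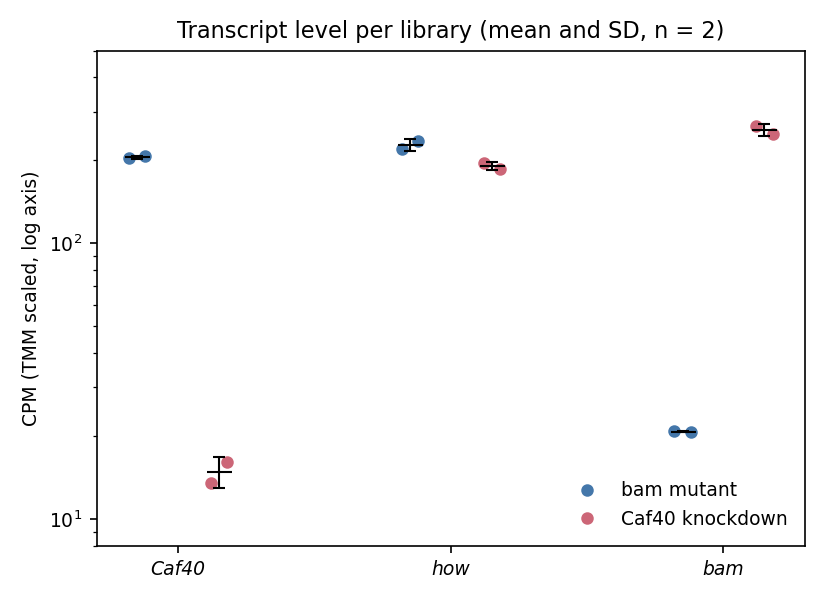
TMM-scaled level in CPM, on a log axis, of the Caf40, how and bam transcripts in each of the 4 libraries, with points for libraries and black bars for the mean and SD of each group (n = 2). Caf40 fell from a mean of 206 to 14.8 CPM and bam rose from 20.7 to 258 CPM, whereas how was at 227 CPM in the bam mutant and 191 CPM in the knockdown.

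To describe how close the transcriptomes were, log2 CPM of the 10854 genes kept by the filter was correlated between libraries. Pearson's r across genes was 0.996 between the bam mutant libraries and 0.955 between the knockdown libraries. Between genotypes it was 0.926 and 0.908 for bam mutant replicate 1 against knockdown replicates 1 and 2, and 0.922 and 0.910 for bam mutant replicate 2. These are correlations across genes, which are not independent replicates. Requiring at least 10 counts in every library raised r between the knockdown libraries most, to 0.982. The mean r between genotypes was 0.917 and was moved most by Spearman correlation, to 0.934, and by a prior count of 0.5, to 0.906. The counts of replicates were not copies of each other in either group. Over the 10854 genes kept by the filter, the SD of the log2 difference between replicates was 0.325 in the bam mutant and 1.05 in the knockdown. In the bam mutant 33 genes were more than 2 apart on the log2 scale. In the knockdown 655 were, 121 of them higher in replicate 1 and 534 in replicate 2.

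To ask how many genes differed between the genotypes, each gene was tested over the 4 libraries. At an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6912 of 10854 genes (63.7%) were called, 3329 higher and 3583 lower in the Caf40 knockdown. With a log2 fold change of at least 2 in addition, 473 genes were higher and 769 lower. The number with an unadjusted p under 0.05 was 7389. In 9049 genes (83.4%) the libraries of one genotype did not overlap those of the other, against 33.3% by chance, and 6910 of the called genes were among them. The biological coefficient of variation from the common dispersion was 21.8%. Higher genes made up 48.2% of the calls, but this split rested on the scaling. Scaling to the germline list shifted the median log2 fold change of all genes by -0.61 and gave 761 higher and 6616 lower genes (10.3% higher). Upper quartile scaling shifted the median by 0.15 and gave 57.4% higher.

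**Figure D2:**
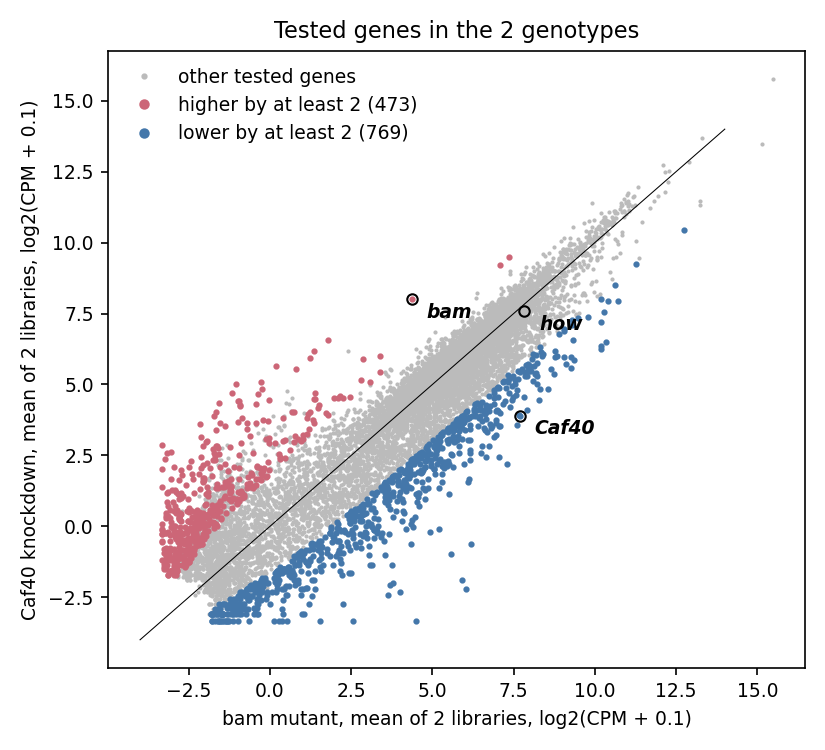
Mean level of 2 libraries in the Caf40 knockdown against that in the bam mutant, each as log2 of the CPM plus 0.1, with 1 point for each of the 10854 tested genes, the line of equal levels, circles around bam, how and Caf40, and colours for genes called higher or lower by at least 2 on the log2 scale. Of these, 473 were higher and 769 lower under the TMM scaling, and the split between higher and lower moved with the scaling.

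By the fixed rule, the 5 genes with the largest increases were Dscam4, Mst57Db, Spn28F, Acp26Aa and Acp53C14b. Dscam4 (FBgn0263219, chromosome 3L, 8238647 to 8282398) rose from 0.381 ± 0.0228 to 32.5 ± 2.53 CPM (SD, n = 2 each), a log2 fold change of 6.40 (SE 0.13, adjusted p 1.95e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 4 had log2 fold changes of 6.39 (Mst57Db, chromosome 3R, 25830720 to 25830914), 6.19 (Spn28F, chromosome 2L, 8240414 to 8241800), 5.67 (Acp26Aa, chromosome 2L, 5892883 to 5893896) and 5.65 (Acp53C14b, chromosome 2R, 16748815 to 16749460). Their levels in knockdown replicate 1 were 8.41, 8.93, 10.4 and 10.7 times those in replicate 2, and their standard errors were 1.15, 1.38, 1.53 and 1.29. Leaving out 1 library at a time gave values from 4.05 to 7.12 for Mst57Db, 4.41 to 7.56 for Spn28F, 3.92 to 7.35 for Acp26Aa and 3.26 to 6.66 for Acp53C14b.

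The 5 largest decreases were in Cyp12d1-d, CG13323, CG11892, CG6908 and Gnmt. Cyp12d1-d (FBgn0053503, chromosome 2R, 11123658 to 11125647) had 2503 and 2121 counts in the bam mutant and 0 in either knockdown library, so it was at least 214-fold lower. Its near-identical copy Cyp12d1-p, with which it can share reads, also fell, by 3.30 on the log2 scale, and the assignment of reads between the copies is uncertain. CG13323 (FBgn0033788, chromosome 2R, 13044695 to 13047256) fell from 65.0 ± 16.8 CPM to 4 and 3 counts, a log2 fold change of -9.08 with a 95% confidence interval from -9.99 to -8.17. CG11892 (FBgn0039313, chromosome 3R, 25281548 to 25283237) fell from 59.5 ± 10.9 CPM to 4 and 6 counts, a log2 fold change of -8.44 with an interval from -9.11 to -7.78, and lies among a group of lower genes beside bam. CG6908 (FBgn0037936, chromosome 3R, 11688381 to 11690051) went from 73.5 ± 0.119 to 0.542 ± 0.0138 CPM, a log2 fold change of -7.08. Gnmt (FBgn0038074, chromosome 3R, 12674608 to 12676084) went from 47.8 ± 1.11 to 0.404 ± 0.133 CPM, a log2 fold change of -6.87. The SDs are for n = 2. All 10 genes stayed called under each alternative that tested them.

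Lists of genes fixed in advance asked whether cell types or processes moved together. Of the 9 lists tested with camera, 6 had an adjusted p under 0.05. These were the germline, somatic cyst and hub, muscle, accessory gland, heat shock and CCR4-NOT lists. Under fry, 7 of the 9 lists had an adjusted p of 0.0161. The accessory gland list (0.127) and the spermatid list (0.673) were not called by fry. With the correlation estimated from the data camera called no list (adjusted p of 0.586 and above), and this alternative moved the set tests most.

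All 13 germline genes tested were called higher in the knockdown under the TMM scaling, also when adjusted over the list alone, with a median log2 fold change of 0.59 and values from 0.36 to 1.15 (camera adjusted p 5.71e-04). Under scaling to this list its median is near 0 by construction. Of the 10 somatic cyst and hub genes, 7 were called lower and 1, chinmo, higher, with the same counts adjusted over the list alone. Their median was -1.07 and ranged from -1.68 to -0.92 over the alternatives with a test (camera adjusted p 0.0478). The largest decrease was in eya (-1.87) and chinmo rose by 0.66. Under the replicate block the list was at -1.07 with an adjusted p of 0.0613, and with the bam mutant libraries thinned at -1.06 with 0.0531, in both cases no longer called. Of the 10 muscle genes, 8 were called lower, also adjusted over the list alone, with a median of -0.78 (camera adjusted p 0.0184).

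Spermatocyte genes showed both directions. Of 13 tested, 7 were called higher and 1, Taf12L, lower, with the same counts adjusted over the list alone. The median was 0.61 (camera adjusted p 0.0565), and under scaling to the germline list it was -0.00402. Taf12L entered this list by a symbol settled after first results were seen, and without it the median was 0.63 and the adjusted p 0.0265. On the scale of mean log2 CPM, with all libraries also at 0.61, the median was 0.25 without knockdown replicate 2. Spermatid genes had a median log2 fold change of 3.19, but this value moved with the libraries and the model. All 13 were higher in knockdown replicate 2 than in replicate 1, with median levels of 0.332 CPM in replicate 1 and 10.03 CPM in replicate 2, against 0.433 and 0.601 CPM in the bam mutant. Only Mst84Dc was called, and none adjusted over the list alone (camera adjusted p 0.335). As a difference of mean log2 CPM the median was 1.45 with all libraries, -1.005 without knockdown replicate 2, 4.15 without knockdown replicate 1, 1.17 without bam mutant replicate 1 and 1.74 without bam mutant replicate 2. Under the replicate block the fitted median was 1.76. Several members belong to the Mst84D and Mst98C families, whose copies can share reads.

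Accessory gland genes had a median log2 fold change of 5.24 (camera adjusted p 0.0259). Of 13 tested, 12 were called higher and Dup99B lower, with the same counts adjusted over the list alone. The median level in the knockdown was 12.1 CPM in replicate 1 and 1.79 CPM in replicate 2, against 0.274 and 0.140 CPM in the bam mutant. As a difference of mean log2 CPM the median was 4.63 with all libraries and 3.13 without knockdown replicate 1. The list was not called with upper quartile scaling (5.35, adjusted p 0.0853), library size alone (5.30, adjusted p 0.0623), at least 10 counts in every library (4.77, adjusted p 0.178) or the length correction (5.33, adjusted p 0.0963). Its adjusted p ranged from 4.36e-08 to 0.586 over all alternatives.

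**Figure D3:**
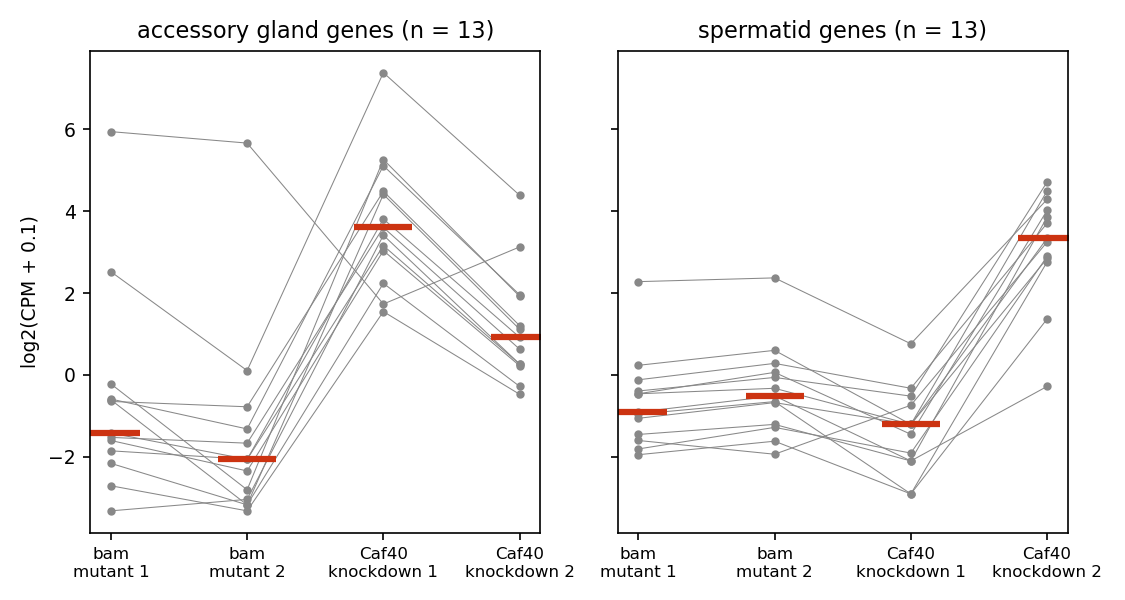
Level in CPM of the spermatid and accessory gland genes in each of the 4 libraries, as log2 of the CPM plus 0.1, with a line for each gene and a red bar for the list median. All 13 spermatid genes were higher in knockdown replicate 2 than in replicate 1, and 12 of 13 accessory gland genes were higher in knockdown replicate 1.

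Heat shock genes had a median log2 fold change of 1.07, with 9 of 13 called higher and 1, stv, lower (camera adjusted p 0.0106). Adjusted over the list alone the counts were 10 higher and 2 lower. The values ran from -0.95 to 3.16. The near-identical Hsp70 copies share reads, and their separate values, from -0.35 (Hsp70Bc) to 3.16 (Hsp70Ba), are uncertain. Among the other members, Hsp68 was at 2.12, Hsp26 at 1.23, Hsp83 at 0.64, DnaJ-1 at 0.63 and Hsp27 at 0.32. Hsp23 was at 0.07 and not called. The 19 mitochondrially encoded genes tested had a median of -0.35 (camera adjusted p 0.182), with 4 called higher and 8 lower, and 4 and 10 adjusted over the list alone. One of them was at 0 counts in the knockdown, and the median with that gene at its bound was the same. These RNAs were measured after poly(A) selection. The single histone gene kept, His2B:CG33868, was not called (log2 fold change 1.77, adjusted p 0.0537 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

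**Figure D4:**
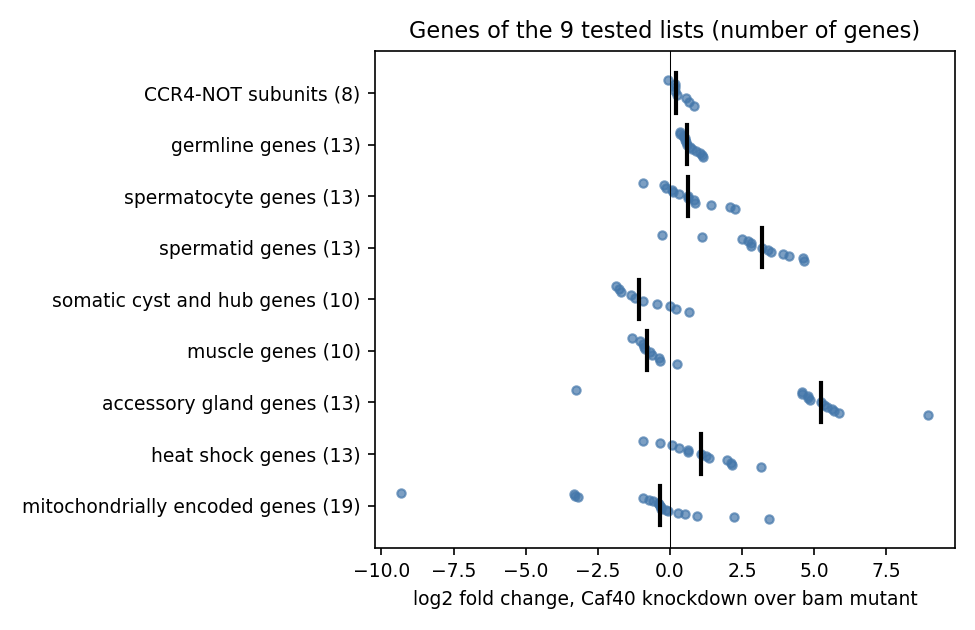
Log2 fold change of Caf40 knockdown over bam mutant for each gene of the 9 tested lists under the TMM scaling, with a point for each gene and a bar for the list median. Medians of these 9 lists ran from -1.07 for somatic cyst and hub genes to 5.24 for accessory gland genes, and those of the spermatocyte and CCR4-NOT lists turned negative under scaling to the germline list.

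The 8 other CCR4-NOT subunits had a median log2 fold change of 0.21 (camera adjusted p 0.0469), which turned to -0.40 under scaling to the germline list and was no longer called there (adjusted p 0.589). Under the replicate block it was 0.21 with an adjusted p of 0.0613, and with no filter beyond 1 count 0.0622 with 0.0930. Not1, Rga, Not3 and Not10 were called higher, at 0.82, 0.24, 0.57 and 0.65, and the count was the same adjusted over the list alone. Of the 6 partners and reported targets of Bam, bgcn, tut, mei-P26, nanos and CycB were called higher, at 0.89, 0.61, 0.53, 0.68 and 0.25, and shg lower, at -0.29, with the same counts adjusted over the list alone. Under scaling to the germline list only 2 of these 6 were higher and their median was -0.05. Among 4 genes that driver and hairpin constructs often carry, Dcr-2 (1.50), nanos (0.68) and w (4.85) were called higher and v (-1.96) lower, also adjusted over the list alone. Reads from such constructs would be counted in these genes.

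The authors' deposited table gave an adjusted p for 12233 entries, with 3159 genes higher and 3474 lower at an adjusted p under 0.05, and 648 and 709 with a log2 fold change of at least 2. The authors' deposited table lists log2 fold changes of -3.83 for Caf40, 3.61 for bam and -0.29 for how, the last with an adjusted p of 1.46e-04. Across the 10854 genes tested here, the log2 fold changes of the authors' deposited table and of edgeR had a Pearson's r of 0.998, and 6289 genes were called in both. Genes are not independent replicates in this correlation.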

Values the study reported

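In a separate heat-shock time course, the study reported that the level of how transcripts dropped more than 2-fold by 8 h after Bam was induced in bam mutant testes. It counted 6 genes, how among them, with a decrease of that size at 8 h, and 28 genes at 16 h, 83 at 24 h and 114 at 32 h. These counts hold only genes lower by that much in both RNA sequencing and microarrays and without a change of that size in heat-shocked controls that lacked the Bam construct.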

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

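Of the tests in this part, the comparisons with the overlapping genes' own transcripts, the division of the 40 genes by the change in their own reads and the level of opposite-strand reads against own reads were chosen only after the result was seen.

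Reads on the strand opposite to the annotated gene entered only the alternative with unstranded counts. Among 1980 of the tested genes with a mean of at least 1 CPM of such reads, 40 had a level at least 4 times higher in the Caf40 knockdown than in the bam mutant libraries, which served as the control, and passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A further 128 were lower by as much. At any size of change, 705 of the 1980 genes were called higher and 624 lower. The share of opposite-strand reads over all genes differed little between the libraries (2.50% and 2.54% in the bam mutant, 2.47% and 2.54% in the knockdown). The differences therefore ran in both directions over many genes and were not a general rise of opposite-strand reads.

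Incomplete strand selection would make opposite-strand reads follow a gene's own reads. In 33 of the 40 genes the change in opposite-strand reads exceeded that in their own reads by at least 1 on the log2 scale, which argues against this explanation for them. In mthl7 it exceeded it by less. In the other 6, namely CG32199, CG18231, CG18233, CG18234, w and cn, the own reads rose as much or more. Their opposite-strand level was at least 6.26% of their own level in each library, a value reached in w, and above their own level in each library for the other 5. Reads that leak at the share seen over all genes fall short of this, so incomplete strand selection is not the whole cause there, although it may supply part of the rise in w. Reads of an annotated gene on the other strand cannot account for all 40 either, since only 62.5% of them overlapped such a gene, against 88.3% of the other genes with such reads (Fisher's exact test, two-sided, p = 3.21e-05). For 21 of the 40 an overlapping gene was tested. In 7 of them it was itself higher by at least 2 on the log2 scale (33.3%), against 0.807% of the other genes with a tested overlap (Fisher's exact test, two-sided, p = 1.35e-09), so a higher transcript of the overlapping gene is a candidate explanation for these 7. In 13 others the change in opposite-strand reads exceeded that of the overlapping gene by at least 1, which argues against it as their whole cause. For CG3281 the difference was 0.94 and this stays open. For the 15 genes with no annotated overlap, transcription running on from a neighbour was examined. A gene on the other strand that ended within 5 kb and had a positive log2 fold change was found for 46.7% of them and for 49.1% of the others (Fisher's exact test, two-sided, p = 1), and with 15 genes the test was too small to decide. A difference between the genotypes in antisense or unannotated transcripts stays open, as do the rearing conditions that differ with genotype.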

How the results depend on the processing

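Alternatives chosen only after the data were seen were the length correction, alone and with the replicate block, the thinned bam mutant libraries, scaling to the germline list, DESeq2 with the 4 summary entries, and the lists without 2 settled symbols. The corrections for GC content set out in advance were not run. Of 437 values recomputed under 18 settings and 4 fits that each left out 1 library, 390 kept their direction and their side of the threshold, or moved by less than the spread, 25 became weaker, 7 stronger, 13 moved and 2 reversed. Unless said otherwise, the cause was not tested. The Caf40 change ranged from -4.41 to -3.65 and the bam change from 3.03 to 3.79, both called under each setting with a test. Of the 10 named genes all stayed called wherever they were tested, but some changed in size with the libraries used. As differences of mean log2 CPM, leaving out 1 library at a time gave 4.05 to 7.12 for Mst57Db, 4.41 to 7.56 for Spn28F, 3.92 to 7.35 for Acp26Aa and 3.26 to 6.66 for Acp53C14b, against 5.58, 5.99, 5.64 and 4.96 with all libraries. Cyp12d1-d was at -9.56 to -9.52 on that scale, against -9.54 with all libraries, and its distance from the -13.54 of the main test comes from the scale.

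Scaling to the germline list gave 761 genes higher and 6616 lower, 277 higher and 1518 lower by at least 2, and shared 5273 of the 6912 calls. This follows from its construction, which shifted the median log2 fold change of all genes by -0.61. The same shift carried the medians of the spermatocyte list (to -0.00402) and the CCR4-NOT list (to -0.40, adjusted p 0.589) below 0, which shows no decrease in either. The spermatocyte list still lay above the shifted median of all genes (-0.58), and its adjusted p of 0.0274 is for that higher position. This scaling left the somatic cyst and hub list (-1.68, adjusted p 0.128) and the muscle list (-1.39, adjusted p 0.151) uncalled, and brought the spermatid list to a call (2.66, adjusted p 9.29e-04). Requiring at least 10 counts in every library gave 256 genes higher and 512 lower by at least 2, since genes absent from a library are left out, and the accessory gland list was at 4.77 (adjusted p 0.178). Its other weaker values were 5.35 with upper quartile scaling, 5.30 with library size alone, 5.33 with length offsets and 5.24 under fry.

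For how the call was lost with upper quartile scaling (-0.11), library size alone (-0.16), length offsets (-0.10) and the replicate block with length offsets (-0.10), with adjusted p from 0.0540 to 0.0939. With no filter beyond 1 count the CCR4-NOT list was at 0.0622 (adjusted p 0.0930), and with thinned libraries the somatic cyst and hub list was at -1.06 (adjusted p 0.0531). The spermatocyte list became called with the unstranded counts (0.60, adjusted p 0.0435), without Taf12L (0.63, adjusted p 0.0265) and under fry (0.61, adjusted p 0.0161), and the mitochondrial list under fry (-0.35, adjusted p 0.0161). With the estimated correlation no list was called, namely germline (0.59), somatic cyst and hub (-1.07), muscle (-0.78), accessory gland (5.24), heat shock (1.07) and CCR4-NOT (0.21), at an adjusted p of 0.586.

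Leaving out 1 library at a time, with no test and as differences of mean log2 CPM, gave list medians from -1.005 to 4.15 for spermatid genes (1.17 and 1.74 without bam mutant replicates 1 and 2, 1.45 with all libraries), 3.13 to 5.87 for accessory gland genes (4.63 with all libraries), 0.51 to 0.70 for germline genes, 0.72 to 1.30 for heat shock genes, 0.25 to 0.64 for spermatocyte genes and -0.52 to -0.19 for mitochondrial genes. The mean r between groups was 0.906 with a prior count of 0.5 and 0.934 with Spearman correlation. The r within the knockdown was 0.982 with at least 10 counts in every library and 0.979 with Spearman correlation. That filter also drops genes nearly absent from 1 knockdown library, so its outcome depends in part on the difference itself.

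Same-numbered libraries are not stated to share a batch. Their deviations from the group means had a correlation across genes of 0.26 over 1 pair of pairs, so the numbers were not taken to pair the samples. With the replicate block 6792 genes were called, 6597 of them shared with the main test, and the somatic cyst and hub list (-1.07, adjusted p 0.0613) and the CCR4-NOT list (0.21, adjusted p 0.0613) were no longer called, while the spermatid median fell to 1.76. It changed no other call among the counts, key genes, named genes and lists. The lower depth of the knockdown limits what can be said of low genes, with a floor of 0.0997 and 0.103 CPM against 0.0265 and 0.0322 CPM.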

Other observations

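Chosen only after the result was seen were the tests of accessory gland carry-over, of both explanations of the spermatid genes, of the bam deletion allele alone, of the somatic share and the scaling of the germline genes, of the heat shock genes, of the transgenes and of the genes beside bam. The thinned libraries, the length correction and the scaling to the germline list were likewise added after the data were seen.

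The spermatid genes were all 13 higher in Caf40 knockdown replicate 2 than in replicate 1, by a median of 5.23 on the log2 scale (2.21 to 6.73). Replicate 1 was below the bam mutant libraries in most of them, so part of the difference lies in replicate 1. A candidate explanation is that some testes in replicate 2 held later germ cells. The spermatocyte list, which should then be higher too, had a median log2 ratio of replicate 2 over replicate 1 of -0.00555, with 6 genes higher and 7 lower, although betaTub85D was 3.30 higher in replicate 2. Most of its genes were present in all libraries, where a small share of such testes could go unseen, so this stays open. A weaker knockdown in that library is another possibility. The Caf40 transcript was higher in replicate 2 by 0.26 on the log2 scale, against 0.03 between the bam mutant libraries, but whole-testis RNA of 1 library does not show whether a few testes escaped, and this stays open. The knockdown libraries also differed far beyond this list. Lower depth does not account for that spread, since the bam mutant libraries thinned to the knockdown depths still had 33 genes more than 2 apart, against 579 in the knockdown under the same scaling.

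Accessory gland genes were higher in the knockdown, with 12 of 13 higher in knockdown replicate 1 than in replicate 2 and a narrow interquartile range of 0.34 around a median log2 ratio of 3.00. A common ratio across the genes of one organ is consistent with gland tissue carried over at dissection, in an amount that differed between the preparations. The bam mutant libraries showed a shared direction but no such common ratio. All 13 genes except Acp32CD were lower in bam mutant replicate 2 than in replicate 1. Acp36DE, with 640 and 91 counts, had a log2 ratio of replicate 2 over replicate 1 of -2.50. The ratios ran from -3.84 (Acp76A, 63 and 1 counts) over -0.15 (Acp95EF, 61 and 45 counts) to 0.78 (Acp32CD, 0 and 2 counts). Many rested on low counts. The common ratio therefore comes from the knockdown libraries alone, and an uneven carry-over in the bam mutant libraries stays open. The depth difference is argued against, since the list median was 5.37 with the bam mutant libraries thinned. Dup99B, which moved the other way (-3.25), is not accounted for by this carry-over. The list took Dup99B as an accessory gland gene, and the tissue that makes it was not checked here. No biological difference between the genotypes in this tissue was tested.

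The bam transcript was 12.5-fold higher in the knockdown. If the mutant had only lost the transcript of its deletion allele, a difference of about 1 on the log2 scale would remain, whereas the lower 95% limit was 3.48. A larger germline share in the knockdown together with the deletion allele also falls short, since the lower limit after scaling to the germline list was 2.85. What stays open includes loss of transcript from the other mutant allele, a different mix of spermatogonial stages, and slower decay of bam RNA when Caf40 is low. None of these was tested.

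Germline genes were higher and somatic cyst, hub and muscle genes mostly lower in the knockdown. A smaller share of somatic cells of every kind alike would lower their markers together. The somatic cyst and hub values had an interquartile range of 1.51, which is 14.2 median standard errors, and chinmo rose. A uniform loss would give equal values only in genes expressed in somatic cells alone. Several of these genes, chinmo and zfh1 among them, may also be expressed in other testis cells, and upd1 had 6 to 52 counts per library. The spread therefore cannot decide on a uniform loss. The 7 genes called lower ran from -1.87 (eya, SE 0.08) to -0.44 (Socs36E, SE 0.12). A change in the share of a single somatic cell type also stays open. The direction of the germline list did not come from the choice among the 4 standard scalings, whose lowest median was 0.58.

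For how, the call of a small decrease depended on the choice of scaling, since 2 of the 4 standard scalings gave no call. The scalings moved all genes together. The value of how was -0.25 against a median of all genes of 0.03 under TMM. It was -0.11 against 0.18 with upper quartile scaling and -0.16 against 0.12 with library size alone. The place of how below that median therefore did not come from the scaling. Against the median of the germline list, how differed by -0.85 on the log2 scale, which is 1.80-fold lower. Because how is also expressed outside the germ line and somatic markers fell as well, the values do not show in which cells the difference lies. The decrease of how RNA quoted from the study above came from another experiment, so the sizes are not compared.

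Heat shock genes were higher in the knockdown although the bam mutant males, not the knockdown males, had been heat-shocked as pupae. Transgenes that carry hsp70 sequences could add reads to the Hsp70 copies. The other heat shock genes had a median of 0.63, close to the germline median of 0.59, and 2 of the 7 lay above the highest germline gene (1.15), so this explanation is not decided. The column names of the table not used here differ from the labels on the time after heat shock. The study's methods give the time in the labels. The higher final rearing temperature of 29 °C against 25 °C may also raise these genes. With a list median of 1.07 and temperature confounded with genotype, temperature and genotype cannot be told apart here.

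Among genes that constructs often carry, Dcr-2 exceeded the highest germline gene by 0.34 and w rose by 4.85, consistent with transcripts of the driver and hairpin constructs. The study's methods name a Dicer-2 transgene in the driver strains, and what else the constructs carry is not stated. The fall of v to -1.96 is not what a construct carrying v would give, so transgene reads do not account for that gene.

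More genes were lower than higher by at least 2. Depth did not produce this, since the ratio of lower to higher genes was 2.06 with the bam mutant libraries thinned. With the length trend removed the ratio was 1.39, so an excess of lower genes remained. That correction also shifted the median log2 fold change of all genes by 0.0903. Library size alone shifted the median by 0.0907 and gave a ratio of 1.47. A part due to length therefore cannot be told from a change of scaling. The ratio was 1.63 in the main test and depended on scaling and model. It was 1.31 with DESeq2 on the same genes and with upper quartile scaling, and 5.48 under scaling to the germline list. With DESeq2 and the 4 summary entries it was 1.09, so the excess nearly vanished. That fit also took in all 17559 gene IDs without the filter, so the drop cannot be credited to the entries alone. As differences of mean log2 CPM, 351 of the 473 higher genes kept a change of at least 2 without knockdown replicate 2, and 413 without replicate 1. That scale gives low genes smaller changes than the fitted values behind the 473. Leaving out either bam mutant library also lowered the number, so the fall is not credited to a knockdown library alone. Of all called genes 362 were higher and 714 lower by as much without knockdown replicate 2, or 426 and 767 without replicate 1.

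Genes near bam were often changed. Of 45 tested genes within 100 kb of bam, 19 (42.2%) changed by at least 2, against 11.6% of all tested genes with coordinates, and 17 of the 19 were lower. Of 6694 windows of that size with 20 or more genes, 18 (0.269%) had a share as high as the 44.4% of the window around bam. These windows counted genes by their start position and included the central gene, so the set of 45 genes around bam is not the same as above. On the side with higher coordinates 47.2% of 36 genes changed, including 16 lower genes on chromosome 3R between 25266813 and 25322757 with a median of -3.47. Variation linked to the bam alleles might give such a pattern on both sides. On the side with lower coordinates 22.2% of 9 genes changed, too few to decide, and a cluster of co-regulated neighbours stays open. The region was chosen after its values were seen, so its rank is a description and not a test.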
